A study of Mus musculus with 8 samples.

How the data were processed

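CMS-IP libraries with spike-ins and matching input libraries were made from Ogt-floxed mouse embryonic stem cells, grown on feeder cells and sorted for live stem cells, per the labels' protocols. Treated cells were also sorted for the YFP reporter, per the labels' protocols. The 8 samples fall into 4 groups of 2: CMS-IP and input, each from Ogt iKO cells (4-hydroxytamoxifen for 6 days) and from untreated controls. Groups and replicate numbers were taken from the sample titles.

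The data analysed are 2 lists of genomic regions that the authors deposited, named for higher and for lower signal in the knockout and for the mm10 build. Each line holds a chromosome, a start and an end, and no fold change, score, p-value or per-sample value. The name of the lists writes the knockout with an extra letter, and it was read as the Ogt iKO of the labels. The aligner, the peak caller, the differential test and its threshold, the use of the inputs and spike-ins and the handling of replicates are not stated in the labels or in the lists. Within each list and across both together, neighbouring regions were never closer than 1001 bp, and none was narrower than 200 bp; so merging regions within 1 kb changes nothing, and widths are bounded from below. The smallest gap of 1001 bp between regions of either list was checked on the lists themselves. With no read counts, the depth behind each region is unknown, and no replicate error could be computed.

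Starts were taken as 0-based and are printed 1-based. Gene spans came from a RefSeq gene table of the GRCm38.p6 assembly, whose chromosomes are those of mm10. It lists 49997 genes; 402 genes on scaffolds, patches or the mitochondrial genome were left out, which left 49595, of which 21774 are protein-coding. The table has no strand and no exons. The tests planned on transcription start sites, exons and introns were therefore made on gene ends (either end of the span) and gene interiors instead. Planned tests of GC content, CpG density, repeat-masked sequence and 31-mer copy number need a genome sequence and were not run, so transposable elements were not analysed here. Effect sizes were not analysed either, because the lists hold none.

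The share of higher regions is given with a 95% Wilson interval. Counts by chromosome and by gene class were compared between lists with two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 21 chromosomes or 3 classes. Classes were assigned by the region midpoint in a fixed order: within 1 kb of a gene end, inside a gene, intergenic. Widths, distances to the nearest gene end and numbers of gene starts (the lower coordinate of the span) within 500 kb were compared by the difference in medians with two-sided permutation tests (100000 resamples of the list labels). Overlap of the lists was counted with bedtools 2.31.1 at a minimum of 1 bp. Nearness and gene classes were set against 1000 random placements of regions of the same widths on the same chromosomes, between the first and last annotated gene or region; assembly gaps were not excluded. Clustering was set against 1000 permutations of the labels within chromosomes. These tests treat regions as independent; as an alternative, regions of a list within 100 kb of each other were merged into clusters, and a cluster counted in each gene class that held at least 50% of its regions. Further alternatives were base pairs in place of regions, autosomes only, the wider part of the regions, other windows, any overlap in place of midpoints and protein-coding genes only. The tests of the report and their alternatives were fixed before the data were examined. Exceptions were the replacements above, the test of regions at the minimum width and the permutation of directions over adjacent pairs. The tests of the closing section were chosen later.

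The rule for naming items was also fixed then: the 5 widest regions of each list, the 5 protein-coding genes with the most region midpoints of each list, genes of a preset list of 19 that held a region, chromosomes past an adjusted p of 0.05, and X. 1 gene that the rule selected is not reported here. All 19 symbols were found in the gene table. The span used for a gene was extended by 1 kb at both ends, since its strand was not used here.

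Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The procedures were tested on simulated data made from the 12594 real positions. With no planted effect, 2 of 40 label shuffles gave a p below 0.05 for the medians, and 3 of 100 random placements did so for the share in genes. A planted width shift of 100 bp was recovered as 100 bp, and a planted odds ratio of 3 on 1 chromosome as 2.98, with no other chromosome past the threshold. Gene lookups matched a direct search for all 300 regions compared.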

Results

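Hydroxymethylated DNA was profiled by CMS-IP in mouse embryonic stem cells carrying floxed alleles of Ogt, the X-linked gene for O-GlcNAc transferase. In CMS-IP, bisulfite converts 5-hydroxymethylcytosine to cytosine 5-methylenesulphonate, and the fragments that carry it are recovered with an antibody. The design holds 4 groups of 2 samples each. Cells treated with 4-hydroxytamoxifen for 6 days, which deletes Ogt (Ogt iKO), and untreated control cells each gave 2 CMS-IP libraries and 2 input libraries. The comparison asks where loss of OGT, a partner of the TET dioxygenases, raises or lowers 5-hydroxymethylcytosine across the genome. The treated cells also differed from the controls in exposure to 4-hydroxytamoxifen and in the sort for the YFP reporter. No group was treated without losing Ogt, so these differences cannot be separated from the loss of OGT. The values analysed here are the authors' 2 deposited lists of differential regions, one for each direction of change. The lists give positions only, so the read depth of the 8 libraries, the fold change of each region and the spread between replicates are unknown. All intervals and tests below are across regions, which are not biological replicates, and they describe these lists.

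The authors' deposited table of regions with higher CMS-IP signal in Ogt iKO cells held 8578 regions, and that of lower regions held 4016. Higher regions thus made up 68.1% of the 12594 regions (95% Wilson confidence interval 67.3 to 68.9%, counting error only). Region counts and covered sequence gave the same direction, with 6.70 Mb covered by higher regions and 2.02 Mb by lower regions, a higher share of 76.8%. The alternative that moved this share furthest was the restriction to regions at or above the median width of both lists together, 453 bp, where 77.1% were higher. No lower region overlapped a higher region by 1 bp or more. Neighbouring regions of both lists together were never closer than 1001 bp, so this may follow from how the authors defined regions.

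Higher regions were wider than lower regions. The median width was 541.5 bp in the higher list (interquartile range 264 to 954 bp, 8578 regions) and 319.5 bp in the lower list (221 to 616 bp, 4016 regions). The difference in medians of 222 bp exceeded every one of 100000 permutations of the list labels over regions (two-sided permutation test, p = 1e-05, the smallest these permutations can give). Both lists started at a minimum width of 200 bp. Regions at exactly this width made up 13.9% of the higher list (95% Wilson interval 13.2 to 14.6%) and 16.7% of the lower list (15.5 to 17.8%), and this difference also passed Fisher's exact test (two-sided p = 4.67e-05). Among the alternative settings, merging regions of a list within 100 kb into clusters gave the smallest difference in bp, 216 bp (permutation p = 1e-05).

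**Figure D1:**
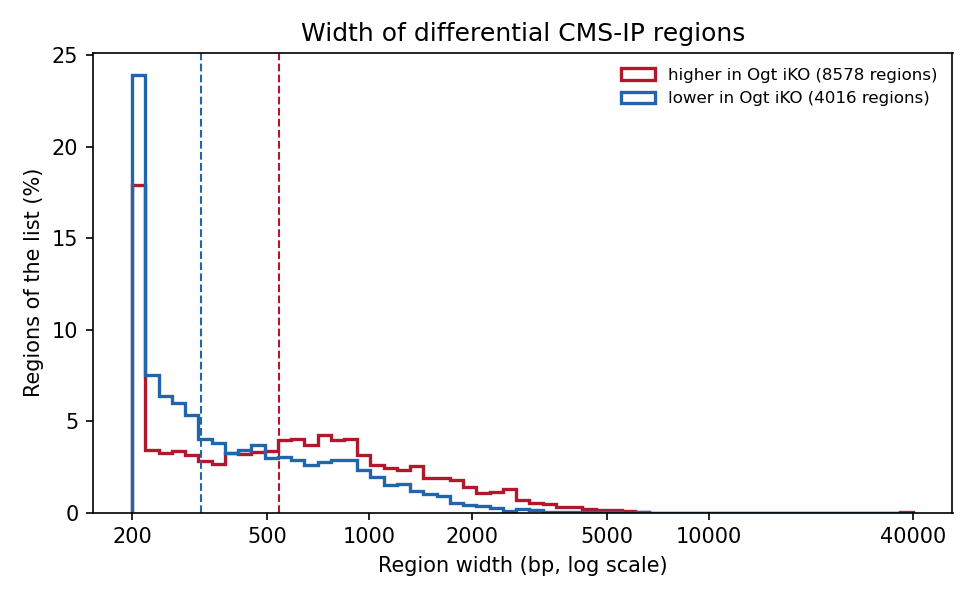
Distribution of region widths (x axis, bp on a log scale) as the percentage of each list (y axis) for regions higher (red) and lower (blue) in Ogt iKO cells; dashed lines mark the medians of 541.5 and 319.5 bp. Both lists peak at the 200 bp minimum, and the higher list has more of its regions above 500 bp.

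The widest higher region lay at chromosome 9, 3000104 to 3038300 (mm10), and spanned 38197 bp. It was 5.96 times as wide as the next region of the list and overlapped no annotated gene; the first annotated gene on the chromosome, the microRNA gene Mir101c, started 368 bp beyond it. The next widest higher regions were 6404 bp at chromosome 2, 17954942 to 17961345, which overlapped no annotated gene, and 6280 bp at chromosome 17, 80259753 to 80266032, within the span of Dhx57. They were followed by 6200 bp at chromosome 19, 45750471 to 45756670, within the span of Oga, and 6152 bp at chromosome 2, 157118633 to 157124784, in Samhd1. Oga encodes the enzyme that removes O-GlcNAc.

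The widest lower region spanned 6638 bp at chromosome 11, 4802071 to 4808708, in Nf2. It was followed by 6157 bp at chromosome 9, 62345620 to 62351776, in Anp32a, and 5525 bp at chromosome 8, 33906383 to 33911907, in Rbpms. Further lower regions of 5495 bp overlapping the lower-coordinate end of Ankrd45 (chromosome 1, 161140588 to 161146082) and of 5017 bp overlapping that of Lefty2 (chromosome 1, 180890213 to 180895229) completed the 5 widest.

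The directions were compared across chromosomes. On the 19 autosomes, the share of regions that were higher ranged from 63.4% (chromosome 7) to 73.9% (chromosome 19). Of 21 chromosomes tested, 2 departed from the rest at an adjusted p below 0.05 (two-sided Fisher's exact test per chromosome, Benjamini-Hochberg). Chromosome 13 had 477 higher and 169 lower regions, with an odds ratio of 1.34 for a region being higher (Fisher's exact p = 0.00132, adjusted p = 0.0139), and it was past the threshold neither when clusters were counted nor among the wider regions. The X chromosome had 18 higher and 55 lower regions, so that 24.7% of its regions were higher (95% Wilson interval 16.2 to 35.6%). Its odds ratio was 0.151 (Fisher's exact p = 2.68e-14, adjusted p = 5.64e-13). It was past the threshold in every setting tried, with an exact test odds ratio of 0.205 (p = 1.39e-09) when clusters were counted.

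**Figure D2:**
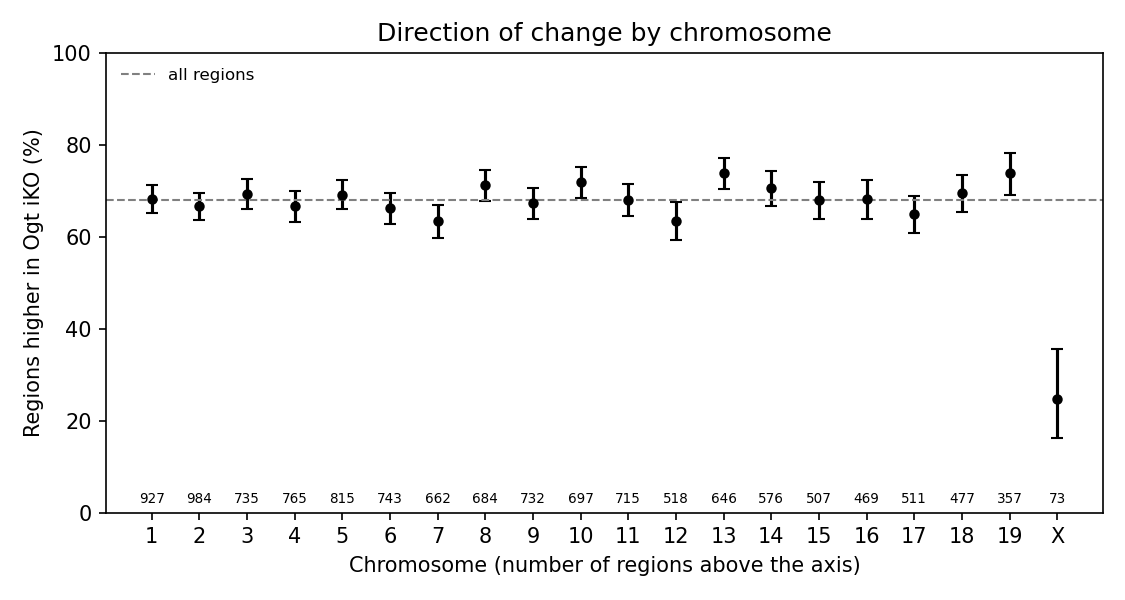
Percentage of regions that were higher in Ogt iKO cells (y axis) on each chromosome (x axis), with 95% Wilson intervals; the number of regions stands above the axis and the dashed line marks the 68.1% of all regions. The autosomes lie between 63.4 and 73.9%, and X lies at 24.7%; Y, with 1 region, is not drawn.

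Both lists were sparse on X. The X chromosome holds 5.04% of the annotated genes and 6.30% of the annotated chromosome span, but only 0.107 higher and 0.328 lower regions per Mb lay on it, against 3.56 and 1.65 per Mb on the autosomes. The Y chromosome held 1 region, in the higher list, within Ddx3y. No region fell within 1 kb of Ogt itself (X, 101640011 to 101684351). The regions nearest to it were both lower, at 101734666 to 101734865 and at 101741714 to 101742021, starting 50314 and 57362 bp beyond the end of the gene.

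**Figure D3:**
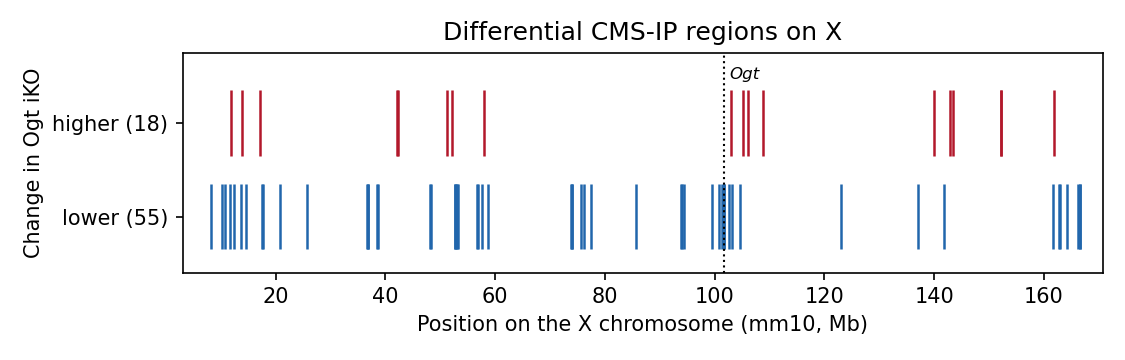
Positions of the 18 higher (red, upper row) and 55 lower (blue, lower row) regions along the X chromosome (x axis, mm10 coordinates in Mb). The dotted line marks Ogt, which holds no region of either list.

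Lower regions lay closer to higher regions than random positions did. A higher region was found within 100 kb of 57.2% of the lower regions (2297 of 4016), against 44.8% ± 0.787 (SD over 1000 random placements of the lower regions on their chromosomes), a difference outside all placements (two-sided permutation p from the placements = 0.002, the smallest they can give). Within 10 kb, the shares were 8.42% observed and 7.09% ± 0.392 (SD over 1000 placements) at random (permutation p = 0.004). Random placement does not keep the positions at which regions of either direction were found. With positions kept and directions permuted within chromosomes, 61.6% of the 906 adjacent pairs under 10 kb apart shared their direction, against 56.8% ± 1.65 (SD over 1000 permutations; permutation test, adjusted p = 0.028), so close pairs of opposite direction were fewer than this chance level. Clustering within a list was also compared. Another region of the same list lay within 10 kb of 10.6% of higher and 4.53% of lower regions. This difference of 6.10 percentage points was not separable from the 5.08 ± 0.618 (SD) given by 1000 permutations of the labels within chromosomes, which keep the unequal list sizes (two-sided p = 0.0859).

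The position of regions relative to genes was compared with the NCBI RefSeq gene spans on the same build. The annotation used gave gene spans without strand or exons, so start sites, exons and introns were not separated. Region midpoints fell inside a gene, more than 1 kb from either gene end, in 58.1% of higher regions (4987 of 8578) and 52.4% of lower regions (2104 of 4016), an odds ratio of 1.26 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted over 3 classes, p = 4.77e-09). Midpoints within 1 kb of a gene end were less frequent in the higher list, at 7.86% against 10.5% (odds ratio 0.728, Fisher's exact test, adjusted p = 2.48e-06). Intergenic midpoints made up 34.0% of higher and 37.1% of lower regions (odds ratio 0.873, Fisher's exact test, adjusted p = 0.000655). This last difference did not hold when gene ends were widened to 5 kb (odds ratio 0.940, exact test, adjusted p = 0.154) or when clusters were counted (0.963, adjusted p = 0.420). The cluster value is a different measure, since a cluster whose regions were split evenly between classes counted in more than 1 class.

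Both lists lay in genes more often than regions of the same widths placed at random on the same chromosomes. The random placements put 45.6% ± 0.536 (SD over 1000 placements) of the higher list and 45.5% ± 0.782 of the lower list inside genes. They put 6.38% ± 0.261 and 6.42% ± 0.392 within 1 kb of a gene end. Each list exceeded its placements for both classes, and fell below the 48.0% ± 0.531 and 48.1% ± 0.766 expected between genes (two-sided permutation p = 0.002 each, the smallest 1000 placements can give). With protein-coding genes alone, the excess of higher regions at gene ends was 0.30 percentage points and no longer passed the test (permutation p = 0.114). Random positions can fall in assembly gaps and in sequence that short reads cannot be assigned to, which lowers the random share in genes. They are also not limited to sequence with CMS-IP signal, where alone a change could be listed. Which regions the authors tested is unknown, so an excess over the placements does not show that the change favoured genes. The comparison between the lists does not use the placements.

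**Figure D4:**
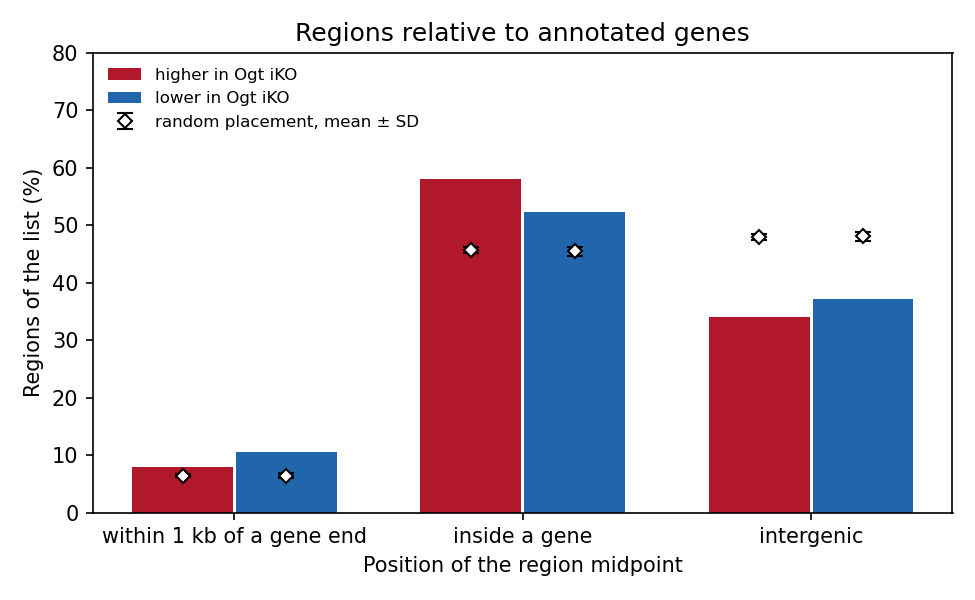
Percentage of regions (y axis, bars from 0) whose midpoint lay within 1 kb of a gene end, inside a gene or between genes (x axis), for the higher (red) and lower (blue) lists; diamonds give the mean ± SD of 1000 random placements. Both lists exceed the placements inside genes (58.1 and 52.4% against 45.6 and 45.5%) and fall below them between genes.

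Lower regions lay closer to gene ends. The median distance from a midpoint to the nearest gene end was 12188 bp for higher and 9584 bp for lower regions, a difference of 2604 bp (two-sided permutation test, 100000 resamples, p = 1e-05, the smallest they can give). Random placements gave medians of 16604 ± 362 bp and 16508 ± 519 bp (SD over 1000 placements). The number of genes starting within 500 kb of the midpoint had a median of 20 around higher regions (interquartile range 13 to 28) and 21 around lower regions (14 to 30), a difference of 1 gene (two-sided permutation test, p = 0.0138). Within 2 Mb the medians were 74 and 81 genes (permutation p = 1e-05), and within 100 kb both were 4 genes. Around random placements, the median within 500 kb was 16.0 ± 0.126 genes for the higher list and 16.0 ± 0.241 for the lower list, below both observed medians (permutation p = 0.002 each). The limits given above for random placements hold for these distances and gene numbers too.

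Of 21774 protein-coding genes, 4461 held at least 1 region midpoint in their span extended by 1 kb at both ends. Higher regions were found in 3335 genes and lower regions in 1853, and 727 genes held both. Genes with regions were long, with a median of 65.9 kb against 17.2 kb for all protein-coding genes. The genes with the most higher regions were Auts2 (16 higher and 1 lower), Sox5 (14 and 0), Cdh13 (12 and 4), Sdk1 (10 and 2) and Cdkal1 (9 and 1), which tied with Grip1 (9 and 1) and Syn3 (9 and 0) and was taken by alphabetical order. Genes with many lower regions included Cdh23 (1 higher and 5 lower), Fam189a1 (3 and 5), Babam2 (1 and 4) and Cdh13, of which the last 2 tied at 4 lower regions with Cntnap2 and Ryr2. The 8 genes named by the rule are between 387 and 1185 kb long, and no test was made for a single gene.

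Among 19 genes of O-GlcNAc cycling, DNA methylation, heterochromatin silencing and pluripotency listed before the data were examined, 4 held a region. That is a similar share to the 4461 of all 21774 protein-coding genes, so these genes did not stand out as a set. Oga held the 6200 bp higher region described above. Tet3 held 1 higher region of 1202 bp (chromosome 6, 83412280 to 83413481), Tet1 held 1 lower region of 483 bp (chromosome 10, 62822294 to 62822776), and Esrrb held 2 lower regions of 200 and 350 bp (chromosome 12, 86407122 to 86407321 and 86472165 to 86472514). The other 15, Ogt, Tet2 and the Dnmt genes among them, held 0 regions of either list. A gene without a region was not shown to be unchanged, since the regions tested by the authors and their depth are unknown.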

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

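Across 22 results and 105 recomputed values, 96 kept their direction and their side of the threshold, or stayed within the stated error. None reversed. The 96 include values that could not move, so they overstate stability. These are merging within 1 kb, the restriction to chromosomes 1 to 19, X and Y, and the alternatives for the overlap of the lists. That overlap must stay at 0 once no regions overlap by 1 bp. The share of higher regions stayed above that of lower regions throughout, but its size moved: 61.6% when regions within 100 kb were merged into clusters, 76.8% when base pairs were counted and 77.1% among regions at or above the median width. Merging brings the share down by construction, since the longer list has closer neighbours, and the other settings raise it because higher regions are wider. The number of chromosomes with an adjusted p below 0.05 was 2 (13 and X) for regions, 1 (X) for clusters and 4 (7, 10, 19 and X) among the wider regions. X was in each of these sets and chromosome 13 only in the first, or where merging within 1 kb changed nothing; fewer units are tested in both alternatives, and why chromosomes 7, 10 and 19 pass among the wider regions was not tested.

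For intergenic midpoints, the odds ratio between the lists (Fisher's exact test) moved from 0.873 to 0.940 (adjusted p = 0.154) with gene ends widened to 5 kb and to 0.963 (adjusted p = 0.420) with clusters, where a cluster can count in more than 1 class; the cause was not tested. With protein-coding genes alone, the excess of higher regions within 1 kb of a gene end over random placement fell to 0.297 percentage points (permutation p = 0.114), and the cause was not tested. The difference in gene number around the regions was 0 genes within 100 kb (permutation p = 1), against -1 within 500 kb and -7 within 2 Mb. Counts within 100 kb take few values, so equal medians there are a coarse reading.

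Other planned settings moved nothing and say nothing about stability: merging within 1 kb, because no regions lie that close, and the restriction to chromosomes 1 to 19, X and Y, because no other sequence is listed. Clustering within 1 kb gave no value for the same reason. Settings that need a fold change, a genome sequence or values per sample were not run. No paired analysis was possible because the deposited lists hold no values per sample, and for the same reason leaving out a replicate was not possible.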

Other observations

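The tests on an X copy, on chromosome 9 and on distant neighbours were chosen after the values they bear on had been seen in part; the others were written down first, though the counts on X and the raw shares of adjacent pairs with the same direction had been seen by then. All are on the same lists that showed the patterns.

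The X chromosome was the one chromosome on which lower regions outnumbered higher ones, 55 against 18. X regions were narrower than autosomal ones, with a median of 277 bp against 456 bp, and narrow regions were more often lower. Among 10000 draws of 73 autosomal regions matched to X in width, the lowest number of higher regions was 32 and the median 47, which argues against width, as a stand-in for weak signal, as the whole cause. Draws matched on gene density around the region gave a lowest number of 34, so gene density does not account for it either. A loss of an X copy in the treated cells is a candidate explanation that stays open. Lower regions lay in 10 of the 10 equal parts of the chromosome, as a change of copy number may give, but unevenly, with 1 to 12 per part. With 55 lower regions, other causes could fill the 10 parts as well, so this decides little. Higher regions lay in 7 parts and outnumbered lower ones in 2 of them, those starting at 104 Mb (3 against 1) and at 137 Mb (5 against 1), which goes against an even loss along the chromosome, although on few regions. Both kinds were sparser than on autosomes, at 0.107 higher and 0.328 lower regions per Mb against 3.56 and 1.65. A lost copy alone would be looked for as more lower regions, not fewer. How many regions on X could be tested is unknown, so the density does not settle this. The labels give the genotype as homozygous floxed, which for an X-linked gene would need more than 1 X copy, whereas the single Y region lies in the Y-linked gene Ddx3y, and XY cells have a single X and would leave no room for this explanation. That gene has an X-linked paralog whose reads can be assigned to it, so 1 region does not settle which chromosomes the cells carry. The X coverage of the 4 input libraries, which would decide this, was not analysed here. The authors' normalization and their read filters on X are further open explanations, as is a biological effect of Ogt loss on X; none of these was tested.

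The widest region of either list, at the first sequenced bases of chromosome 9, took up 0.570% of all base pairs in the higher list. A further higher region, at chromosome 2, 98666280 to 98667320, was singled out after the lists were seen, because reads from satellite repeats are commonly assigned to this position in mm10; it lies 35799 bp from the nearest gene end. Both may reflect a gain over satellite sequence, which would bear on heterochromatin, or an uneven pile-up of reads from many unassembled copies. If the centromere-proximal ends of all autosomes had gained signal, regions within 1 Mb of those ends should be more often higher. They were higher in 76.7% of cases (89 higher and 27 lower) against 68.3% elsewhere, which did not pass Fisher's exact test (odds ratio 1.53, two-sided p = 0.0564). Within 5 Mb the share was 70.5% (exact p = 0.328). A true gain and a pile-up of reads predict the same direction in this test, so it cannot separate them. It bears only on whether the pattern holds across the autosomes, and the chromosome 9 region itself is among the higher regions counted. Read-level data over the satellite arrays would be needed to tell a gain from a pile-up.

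Neighbouring regions shared their direction slightly more often than chance. Of 12573 pairs of adjacent regions, 57.9% had the same direction, 1.03 percentage points above 1000 permutations within chromosomes (two-sided p = 0.012; adjusted p = 0.028 over the 18 values of this family). The excess was 0.873 points when labels were permuted within chromosome and quintile of gene density (permutation test, adjusted p = 0.028), so neither the balance of whole chromosomes nor gene density explains all of it. It was 4.78 points for neighbours under 10 kb apart and 2.54 points at 10 to 50 kb (permutation test, adjusted p = 0.028 each). Beyond 50 kb it was 0.129 points (permutation test, adjusted p = 0.810), made up of 1.36 points at 50 to 200 kb (adjusted p = 0.066) and -1.73 points beyond 200 kb (adjusted p = 0.062). With gene density kept, the deficit beyond 200 kb was -2.06 points and passed the permutation test (adjusted p = 0.028); with width kept it was -1.09 points and did not (adjusted p = 0.211). Because these parts go opposite ways, single loci split into several regions by the peak caller remain a possible explanation next to local domains of shared direction.

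A count over genes went the same way. Regions of both directions were held by 727 protein-coding genes, fewer than the 816 ± 17.2 (SD) given by 1000 permutations of the direction within chromosomes, which ranged from 768 to 882 (two-sided p = 0.002, the smallest they can give). Directions assigned at random within chromosomes therefore do not give this count. The permutations did not keep the share of each list in genes, however. Inside protein-coding genes lay 53.3% of higher and 47.1% of lower midpoints, and within 1 kb of their ends 3.42% and 5.93%. Part of the shortfall may follow from these differences, so the test does not show how far directions are shared within a gene. Overlapping genes share regions, so the genes are not independent.

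Several ideas found no support. Across the 19 autosomes, the share of higher regions was not correlated with genes per Mb (Pearson r = -0.280, permutation p = 0.249; Spearman rho = -0.295, permutation p = 0.222; adjusted p = 0.249 for both), and r was 0.006 without chromosomes 7 and 11, the 2 farthest from the median gene density. With 19 chromosomes a weak relation cannot be excluded. Among regions within 50 kb of gene families, none of 4 families differed from other regions by Fisher's exact test. The odds ratio for a region being higher in the exact test was 0.732 near olfactory and vomeronasal receptor genes (131 regions, adjusted p = 0.359) and 0.945 near zinc finger genes (275 regions, adjusted p = 0.695). In the same exact test it was 0.780 near a list of imprinted genes (32 regions, adjusted p = 0.695) and 0.351 near Hox and clustered protocadherin genes (7 regions, adjusted p = 0.439). The unadjusted p-values lay between 0.0897 and 0.695, so 0 of the 4 passed 0.05 before adjustment too, and the last 2 families have too few regions to show a moderate difference.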
